A study of Mus musculus with 29 samples. Its data were reported in "Poised PABP–RNA hubs implement signal-dependent mRNA decay in development" (2024).

How the data were processed

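Messenger RNA was measured by 3′ sequencing (QuantSeq-FWD, which makes 1 tag near the 3′ end of a polyadenylated transcript) in 29 samples of mouse pluripotent stem cells. In the double reporter line (IDG3.2 cells with T-eGFP and Foxa2-tagRFP), per the labels, 5 samples were naive embryonic stem cells (ESCs) grown with a MEK inhibitor, a GSK3 inhibitor and LIF (2iLIF medium), 5 were rosette stem cells (RSCs), 6 were epiblast stem cells (EpiSCs) grown with activin A, basic FGF and the Wnt blocker IWP2, and 5 were T mesoderm, cells grown with WNT3A, activin A and basic FGF and sorted for the GFP of the T reporter after 3 days. RSC medium holds LIF, IWP2 and a MEK inhibitor in the labels of RSC 2 to 5, while the label of RSC 1 names the naive medium. In the other experiment, V6.5 ESCs with a doxycycline-inducible LIN28A-GFP transgene were left untreated (4 samples) or given 1 µg/ml doxycycline for 6 h (4 samples) in 2iLIF. The study's text places this transgene in cells that lack LIN28A and pairs the induction with withdrawal of 2iLIF, while the labels name V6.5 cells and 2iLIF. Which holds for these libraries was not settled here. EpiSC 6 has no column in the table of states and is not used here. The study describes the samples of the induction experiment as biological replicates from more than 1 clone, and which library came from which clone is not given in the sources used here. For the states, the sources used here do not say that replicates were separate cultures, so p-values there measure the spread between these samples.

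The authors quantified the induction libraries with Salmon (bias corrections for GC content and sequence on) against GENCODE M22 transcripts with the LIN28A-GFP sequence added. The deposited estimated counts per transcript were the start here. They were summed per gene with the GENCODE M21 annotation (GRCm38), the build in hand, and rounded to whole numbers. Of 140658 transcripts, 521 had no entry in M21 and were left out of gene sums, with 0.037% to 0.048% of the reads; 31 of them passed the filter when tested as transcripts, and 1 was called. Library totals ran from 5071994 to 9847386 estimated reads, and 24257 genes had reads. The authors also deposited a table of this comparison made with DESeq2 and apeglm shrinkage, which holds log2 fold changes, p-values and a mean normalised signal, and log2 fold changes of a published priming time course. In the results below it is used only for a list of genes. The version of apeglm is not given in the sources used here.

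For the states, the authors deposited 1 table of normalised signal per gene and library, rounded to 1 decimal, with 11265 genes. How it was made is not given in the sources used here. Within a library, nearly all nonzero values were whole multiples of 1 step (within 0.05 of a multiple: 99.991% of them on average, 99.909% in the lowest library), so the values are read counts divided by 1 size factor per library, and the reads could be recovered. For EpiSC 1 the step is 1.00, so rounding alone cannot show it. Recovered totals ran from 354414 reads (RSC 2) to 2201908 (naive ESC 1). Of the listed IDs, 11225 are in GENCODE M21, and 465 symbols differ from it; the M21 symbol is used. The table lists fewer genes than the induction data, and Klf2 is among the genes not listed in it and not analysed here. Klf4 is listed but lay below the filter, so it was not tested in the states. No pair of replicate libraries was a repeat of the same reads (chi-square per degree of freedom at least 1.343 in the states and 2.661 in the induction data, where 1 is sampling noise). Some libraries lay close together, however. RSC 1 and 4 were at 1.351 and RSC 2, 3 and 5 at 1.614 to 1.925, against 5.072 to 6.261 between these sets. EpiSC 1 to 3 were at 1.343 to 2.759 and EpiSC 4 and 5 at 2.804, against 17.273 to 20.934 between these sets. Libraries within such a set may not be independent, which was not tested. The p-values with 5 libraries per group assume that they are.

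The induction was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr by group with a minimum count of 10, TMM normalisation, and the quasi-likelihood test per gene, 2-sided. CPM values use TMM library sizes. The states had been planned for the same test. Their values are not counts, so limma 3.58.1 (linear model with a mean-variance trend) was run on log2(value + 2) instead, with 20 libraries in 1 model of 4 groups; the pseudocount of 2 was chosen after the unit was seen. The filter on low values was filterByExpr on the recovered reads. Fold changes of the states are on the log2(value + 2) scale, which understates changes of low genes. Calls are genes with a Benjamini-Hochberg adjusted p below 0.05; counts at a fold of at least 1.5 are given beside them. The step from RSC to EpiSC was set against the step from naive ESC to RSC by the contrast of both in the same model. Where every library of a group is at 0, folds are lower bounds against 3 reads over the group (0.527 signal units for naive ESC, 1.17 for RSC, 0.549 for EpiSC); like the SDs, they cover only these libraries, and the bound covers counting error only. The set test was camera with an inter-gene correlation of 0.01, adjusted over the lists of a comparison; camera with an estimated correlation and fry were run beside it. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used for tables, overlaps (Fisher's exact test, 2-sided) and figures.

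The gene lists, the tests, the naming rule and most alternatives were fixed before the data were examined. The lists were the naive regulon (22 genes followed by the study), other naive markers, primed factors, general pluripotency, primitive streak and mesoderm, definitive endoderm, primitive endoderm, neuroectoderm, trophectoderm, 2-cell-like, germline, fibroblast and feeder, MEK-ERK targets, Wnt targets, LIF-STAT3 targets, Nodal-activin targets, let-7 targets, mRNA decay and PABP, p53 targets, stress response, glycolysis and hypoxia, cell cycle, cadherin switch and EMT, cytosolic and mitochondrial ribosomal proteins, mitochondrially encoded genes and replication-dependent histones. A further list, the 939 genes that the authors' table marks as lower in priming (log2 fold change of -1 or below at both 24 h and 48 h of the published time course), was chosen after its columns were seen. Named genes are Lin28a and the transgene; the 10 largest rises and 10 largest falls among calls with a mean of at least 10 CPM or signal units in the higher group, groups that do not overlap and an official symbol; every tested member of the naive regulon and the primed factors; and up to 4 members of each other list by smallest p. Genes named outside this rule are marked as such.

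Other settings chosen at the start were DESeq2 1.42.0, RLE size factors, library size alone, no filter, a mean of at least 5 CPM, a fold of at least 1.5, a fold of at least 2 with adjusted p below 0.005, only the groups compared, transcripts in place of genes, a replicate block and leaving out each library. Added after the data were seen were edgeR with TMM on the recovered reads of the states, pseudocounts of 0.5 and 5, values rescaled to equal sums, and leaving out sets of libraries that stood apart. On simulated counts with the induction's depth (12165 genes), 98% of genes changed 2-fold and 100% of those changed 4-fold were called, with 11 false calls. On simulated state data for EpiSC against naive ESC (7276 genes), 35% of 2-fold and 97% of 4-fold changes were called, with 2 false calls. In the simulated data for that comparison, a 2-fold change was therefore missed more often than found. Recovery in the real libraries can differ from these rates, and the other comparisons of states were not simulated for it. QuantSeq reads only the 3′ end, so a gene whose annotated 3′ end differs from the one used can be missing or low.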

Results

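The data set holds 3′ mRNA profiles of mouse pluripotent stem cells in 2 experiments. In the double reporter line, which carries GFP in the T locus and RFP in the Foxa2 locus, 5 naive ESC, 5 RSC, 5 EpiSC and 5 T mesoderm libraries were analysed. Their depth was low, from 354414 reads in RSC 2 to 2201908 in naive ESC 1. In V6.5 naive ESCs with an inducible LIN28A-GFP transgene, 4 untreated and 4 doxycycline-treated libraries held 5071994 to 9847386 estimated reads each. LIN28A is an RNA-binding protein best known for blocking the maturation of let-7 microRNAs. The induction asks which transcripts of naive ESCs change within 6 h of doxycycline. The study's text pairs the induction with withdrawal of the naive medium, while the labels keep that medium. The study also reports that the protein needs MEK-ERK signalling to induce decay of naive regulon transcripts. Doxycycline without the transgene was not analysed here. Effects of LIN28A, of the medium and of doxycycline therefore cannot be separated in these libraries. The states show the same genes along the path from naive through rosette to primed pluripotency and on to mesoderm.

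LIN28A-GFP rose from 137 ± 7.17 CPM in untreated cells to 2269 ± 121 CPM after 6 h of doxycycline (mean ± SD, n = 4 per group, log2 fold change 4.05, SE 0.07, edgeR adjusted p = 1.3e-18). The 4 treated libraries held 2136 to 2428 CPM and the 4 untreated ones 130 to 145.9 CPM, so each library matched its label. Endogenous Lin28a (chromosome 4, 134003330 to 134018841, GRCm38) fell from 30.1 ± 4.53 to 17.6 ± 0.63 CPM (log2 fold change -0.78, adjusted p = 0.00011). Reads from sequence that the transgene shares with Lin28a can be assigned to either, so the level of Lin28a is uncertain, and the signal of LIN28A-GFP in untreated cells may include Lin28a reads. The study's text also describes the line as lacking LIN28A, where the labels name V6.5 cells, so the value may come from a disrupted locus. With the transgene, the naive regulon, a list of transcription factors and chromatin regulators that the study follows in naive ESCs, fell almost as a whole. Klf2, a Krüppel-like factor of naive self-renewal (chromosome 8, 72319033 to 72321656), went from 286 ± 26.8 to 52.5 ± 8.82 CPM (log2 fold change -2.43, SE 0.10). Nanog (chromosome 6, 122707489 to 122714633) went from 352 ± 33.4 to 113 ± 9.76 CPM (-1.64, SE 0.08), and Sox2 from 420 ± 16.7 to 140 ± 6.73 CPM (-1.58, SE 0.06). Prdm14, a repressor of lineage genes, had the largest fall of the list (-3.04, SE 0.30), at a low level of 8.18 CPM in untreated cells, followed by Foxd3 (-2.72, SE 0.20).

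Of 22 tested naive regulon genes, 21 fell and 0 rose, the same counts when adjusted over the list alone, with a median log2 fold change of -1.24 (camera adjusted p = 9e-33, adjusted p = 0.00026 with an estimated correlation). Klf4 (-1.21) and Tbx3 (-1.34) fell by similar amounts, Esrrb (-0.79) and Zfp42 (-0.72) by less, and Tfcp2l1 (-0.43) and Tcf7l1 (-0.36) least among those named. Klf5 was the exception, at 264 ± 32.6 and 240 ± 21.3 CPM (log2 fold change -0.14, adjusted p = 0.283). Other naive markers followed: 10 of 12 fell (11 when adjusted over the list alone, camera adjusted p = 9.4e-10, and 0.0039 with an estimated correlation). Among them were Fgf4, the growth factor that drives exit from naive pluripotency (-1.57), the lysosomal mannosidase Manba (-1.82) and the threonine dehydrogenase Tdh (-0.65). Of 10 general pluripotency genes 6 fell (camera adjusted p = 1e-06, and 0.012 with an estimated correlation). They include Tdgf1, the Nodal co-receptor Cripto (-1.19), and the RNA-binding protein gene L1td1 (-0.96).

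**Figure D1:**
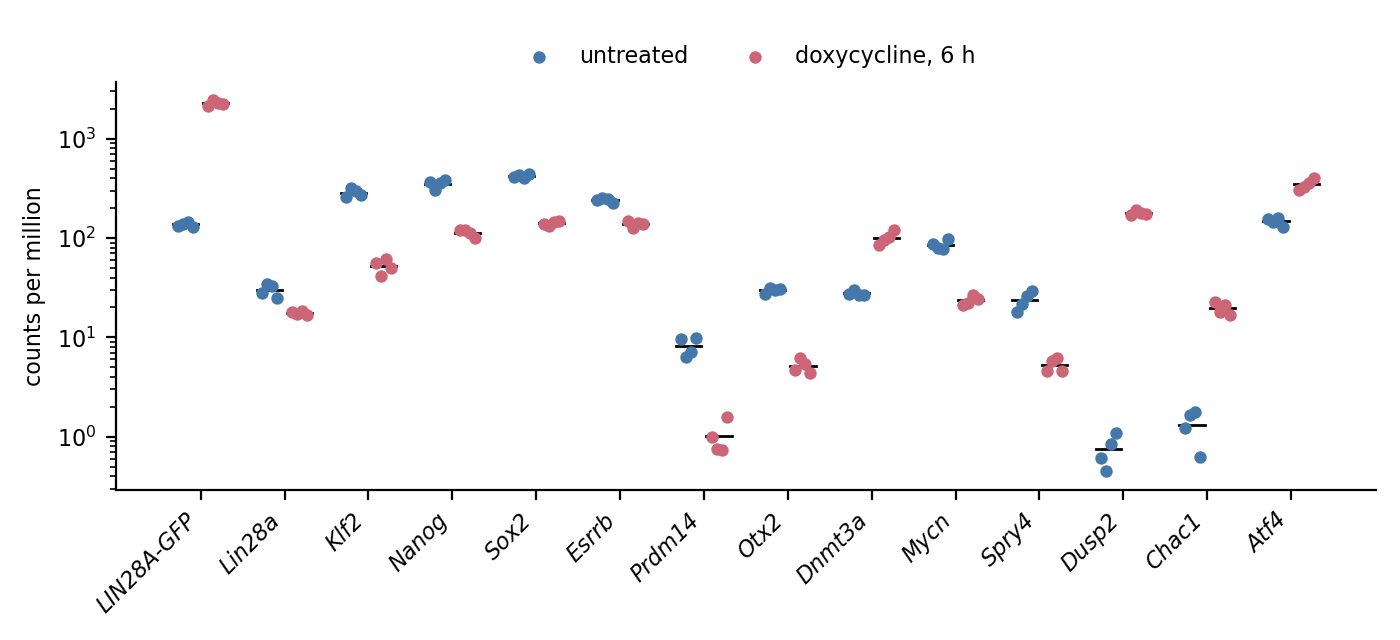
CPM (log axis) of 14 transcripts in the 4 untreated (blue) and 4 doxycycline-treated (red) libraries; each point is a library and each black line a group mean. Treated libraries lie at 2136 to 2428 CPM for LIN28A-GFP, and the groups do not overlap for any transcript shown.

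The factors of the primed state did not rise with the fall of the naive ones. Of 10 tested primed factors, 1 rose and 5 fell, the same counts when adjusted over the list alone (camera adjusted p = 0.011, adjusted p = 0.161 with an estimated correlation). The de novo DNA methyltransferase Dnmt3a was the one that rose, from 27.6 ± 1.64 to 101 ± 15.3 CPM (log2 fold change 1.87). Otx2, the homeobox factor of the formative and primed epiblast (chromosome 14, 48657677 to 48673819), went from 29.9 ± 1.7 to 5.16 ± 0.80 CPM (-2.53), and Utf1 (-0.83) and the activin antagonist Fst (-1.58) fell too. All 3 tested trophectoderm genes fell, namely Eomes (-1.52), Tfap2c (-1.26) and Tead4 (-1.15, camera adjusted p = 6.2e-06, and 0.012 with an estimated correlation). Of 5 neuroectoderm genes 3 fell, Pax6 (-1.94), Sox1 (-1.67) and Tubb3 (-0.91), and 4 when adjusted over the list alone (camera adjusted p = 0.0036, adjusted p = 0.052 with an estimated correlation, 0.119 without a filter on low counts). Of 6 germline genes 3 fell, 4 when adjusted over the list alone (camera adjusted p = 0.0146, but 0.0672 without doxycycline 2 and 0.0863 with an estimated correlation). The germline list shares Tfap2c with the trophectoderm list and Dppa3 with the other naive markers, so these set tests are not separate. The definitive endoderm genes Hhex (0.82) and Apela (-0.92) went opposite ways (camera adjusted p = 0.45), 1 of 4 primitive endoderm genes fell (camera adjusted p = 0.41), and Gm5662, the only tested 2-cell-like gene, was at 2.33 and 2.22 CPM (adjusted p = 0.967).

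Targets of MEK-ERK, LIF-STAT3 and Nodal-activin signalling were lower after induction, in a medium that the labels and the study's text give differently. Of 9 MEK-ERK targets 5 fell and 0 rose (7 fell when adjusted over the list alone, camera adjusted p = 5.3e-06, and 0.012 with an estimated correlation), with the feedback inhibitors Spry4 (-2.15), Dusp6 (-1.29) and Spry2 (-1.06) and the ETS factor Etv5 (-0.59). Of 8 LIF-STAT3 targets 6 fell, the same when adjusted over the list alone (camera adjusted p = 2.4e-06, and 0.01 with an estimated correlation), Socs3 (-0.58) and Bcl3 (-0.76) among them; Klf4 is a member of this list and of the naive regulon. Of 6 Nodal-activin targets 4 fell (5 when adjusted over the list alone, camera adjusted p = 1.7e-05, and 0.016 with an estimated correlation): Nodal itself (-1.34), Lefty2 (-0.97), Smad7 (-0.92) and Tdgf1. Of 5 Wnt targets 1 fell (1 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.519). Known let-7 targets fell too: 8 of 15, the same when adjusted over the list alone, with none higher (camera adjusted p = 2.3e-06, and 0.01 with an estimated correlation). Lin28a, whose level is uncertain, is 1 of the 8 and is part of the set test. Among the others were Mycn, the Myc family gene of ESC growth (-1.83), the G1 cyclin Ccnd1 (-1.17) and the RNA-binding ubiquitin ligase Trim71 (-0.68). Of 25 genes of mRNA decay and PABP, 3 fell and 1 rose (camera adjusted p = 0.21), including the AU-rich element binders Zfp36l1 (-0.98) and Zfp36l2 (-1.04) and the deadenylase subunit Cnot3 (0.46). Outside the lists, the largest falls among named genes included Islr2 (-2.86), the oligodendrocyte factor Olig2 (-2.55), Spic (-2.10), Msc (-2.03) and the kinase Sgk1 (-1.99).

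The largest rise of an endogenous gene was that of Dusp2, a nuclear phosphatase of ERK, from 0.746 ± 0.28 to 179 ± 9.8 CPM (log2 fold change 7.84, SE 0.14, adjusted p = 3.6e-18, n = 4). Further large rises were those of the adhesion receptor Adgrg1 (4.00), Tmem79 (3.36), the VEGF receptor Kdr (3.33), Nrip3 (2.86), Sertad3 (2.79) and the amino acid transporter Slc1a4 (2.22). Stress response genes moved apart. Of 12, 6 rose and 2 fell, the same when adjusted over the list alone (median 0.77, camera adjusted p = 0.0067, adjusted p = 0.0651 with an estimated correlation). The translation-control factor Atf4 went from 148 ± 13.6 to 348 ± 43.6 CPM (1.23), and its targets Chac1 (3.83) and Trib3 (1.35) rose as well, with the endoplasmic reticulum gene Herpud1 going from 9.24 ± 1.95 to 26 ± 1.32 CPM. The chaperone Hspa5, chosen after its values were seen, fell from 917 ± 31.1 to 628 ± 39 CPM (-0.55), and so did Xbp1 (-0.61), chosen in the same way. Of 10 p53 targets 2 rose and 6 fell (camera adjusted p = 0.0363, 0.058 without untreated 3, 0.0566 without doxycycline 2, 0.056 without doxycycline 3, and 0.0991 with an estimated correlation). Pmaip1, which encodes the apoptosis factor Noxa, was at -1.44 and the stress sensor Sesn2 at 0.54. Of 14 genes of glycolysis and hypoxia 5 fell and 1 rose (2 rose and 6 fell when adjusted over the list alone, camera adjusted p = 0.011, adjusted p = 0.0597 with an estimated correlation). Vegfa was at 1.16 and Hk2 at -0.48.

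Transcripts of the mitochondrial genome split. Of 15, 4 rose and 6 fell, the same when adjusted over the list alone (median -0.03, camera adjusted p = 0.566, and the median was 0.03 with library size alone). mt-Nd4l went from 269 ± 10.6 to 956 ± 94.9 CPM (1.83) and mt-Co1 rose by 0.89, while mt-Co2 fell by 0.51. mt-Nd6, encoded on the other strand of the mitochondrial genome, rose by 2.10. Of 81 cytosolic ribosomal protein genes 1 fell and none when adjusted over the list alone (median -0.06, camera adjusted p = 0.0067, 0.433 with library size alone, 0.113 without doxycycline 2, and 0.527 with an estimated correlation). The remaining lists did not pass camera on the edgeR fit: mitochondrial ribosomal proteins (8 of 77 lower, adjusted p = 0.296) and cell cycle (1 higher and 2 lower of 15, adjusted p = 0.46). The same held in edgeR for cadherin switch and EMT (1 higher and 2 lower of 8, camera adjusted p = 0.41) and replication-dependent histones (2 of 19 higher, camera adjusted p = 0.102). With library size alone, the medians of mitochondrial ribosomal proteins, cell cycle, EMT and definitive endoderm turned from negative to positive, all under 0.05 in size. Over 12181 tested genes, 979 were called higher and 1401 lower (edgeR), and 509 higher and 639 lower at a fold of at least 1.5. With library size alone in place of TMM the split turned to 1406 higher and 1081 lower.

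Genes that fell with LIN28A-GFP were more often also lower in EpiSCs than in naive ESCs. Of 6951 genes tested in both experiments, which share no libraries, 313 were called lower in both, against 145.3 expected for independent lists (odds ratio 3.44, Fisher's exact p = 7.9e-50), and 117 were called higher in both against 82.1 (odds ratio 1.61, p = 3.5e-05). In opposite directions, 134 were lower on induction and higher in EpiSCs (143.9 expected) and 52 the other way (83.0 expected). At a fold of at least 1.5, however, 68 were lower on induction and higher in EpiSCs, above the 53.9 expected (Fisher's exact p = 0.0403). Nanog, Sox2, Esrrb, Tbx3 and Tdh belong to the genes lower in both, and Dnmt3a to those higher in both. Otx2 was lower on induction and higher in EpiSCs than in naive ESCs. Across genes, the log2 fold changes of both comparisons correlated weakly (Pearson r = 0.188, genes are not independent replicates). Of the genes that the authors' deposited table marks as lower in priming, 794 were tested in the induction; 246 fell, against 91.3 expected, 39 rose, and the median was -0.17 (camera adjusted p = 1e-06, and 0.00049 with an estimated correlation).

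Across the states, naive ESCs and RSCs stood apart from EpiSCs and T mesoderm on the component that held 53% of the variance. T mesoderm 5 lay between both, at 1.97 on that component. In that library the mean log2 value of the naive regulon was 6.25, against 4.29 to 4.65 in T mesoderm 1 to 4 and 5.99 to 6.89 in naive ESCs. EpiSC 1, 2 and 3 also differed from EpiSC 4 and 5, as shown by the ERK phosphatase Dusp6 at 1751 to 1993 signal units in the former and 211 and 234 in the latter. Of 7434 tested genes, 1498 separated EpiSC 1 to 3 from EpiSC 4 and 5 and, in the same direction, T mesoderm 4 and 5 from T mesoderm 1 to 3 (20.2%). Chance gives 2% for sets fixed beforehand, but these sets were chosen from the same values.

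**Figure D2:**
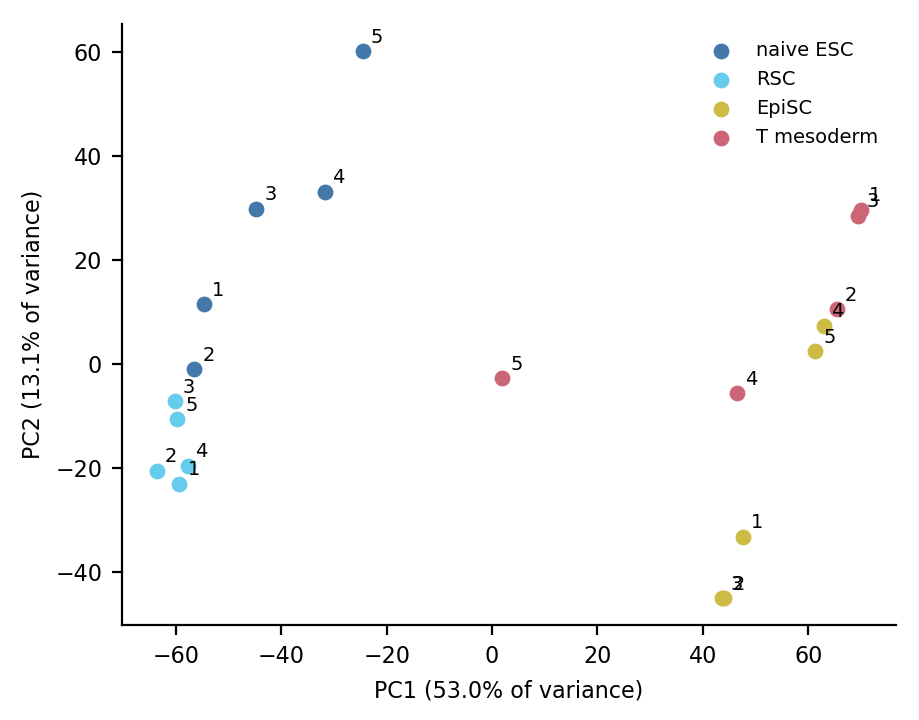
Principal components of the log2 signal of the 20 state libraries (horizontal axis 53% and vertical axis 13.1% of the variance, no unit); each point is a library, coloured by group and numbered by replicate. T mesoderm 5 lies at 1.97 on the horizontal axis, between the naive ESC and RSC libraries on the left and the EpiSC and other T mesoderm libraries on the right.

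RSCs represent the stage at which the epiblast forms a rosette, and their comparison with naive ESCs asks what changes in the first step. RSCs kept the naive factors. Esrrb was at 546.5 ± 139 signal units against 528.5 ± 89.6 in naive ESCs (mean ± SD, n = 5 each, adjusted p = 0.996), Tbx3 at 148 ± 21.5 against 184 ± 23.5 (adjusted p = 0.629). Nanog was at 873 ± 271 against 606.5 ± 154 (adjusted p = 0.357). Lin28a was at 203 ± 45.7 and 179 ± 89 (log2 fold change 0.43, adjusted p = 0.428), with naive ESC 1 at 34.1 and the other naive libraries at 173 to 265.7. Hhip, which binds Hedgehog ligands, rose most among named genes, from 4.44 ± 5.53 to 153 ± 38.1 (log2 fold change 4.95, SE 0.55, limma adjusted p = 3.2e-05). Lefty1, a secreted Nodal inhibitor, rose from 64.3 ± 51.3 to 518.5 ± 196 (3.27, SE 0.59), and so did Lrtm2 (4.05), the chemokine Ccl25 (3.36), P-cadherin (Cdh3, 2.55) and the neuronal growth genes Crmp1 (3.17), Dpysl3 (3.12) and Gap43 (3.00). The protease Ctsc fell from 98.8 ± 61.4 to 4.4 ± 2.25 (-3.81, SE 0.46), with Cavin1 (-3.85), Cdo1 (-3.13), Ntn1 (-2.75) and Sccpdh (-2.67).

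Of 17 naive regulon genes 3 were higher in RSCs, the demethylase Kdm3a (1.40), Tcf7l1 (1.07) and Zic2 (0.92), and 0 were lower (5 higher when adjusted over the list alone). The list's median was 0.56 (camera adjusted p = 0.0049, adjusted p = 0.706 with an estimated correlation, 0.085 without naive ESC 4 and 5). Of 12 primed factors only Otx2 passed, from 8.84 ± 6.12 to 48.9 ± 15.3 (2.41, adjusted p = 0.0228, 2 when adjusted over the list alone, camera adjusted p = 0.31). Otx2 no longer passed without naive ESC 4 (2.32), naive ESC 5 (2.03), RSC 1 (2.29) or RSC 2 (2.35). Tcf7l1 did not pass without naive ESC 5 (0.93). Of 9 MEK-ERK targets Etv4 (-3.12) and Phlda1 (-1.77) fell, the latter not without naive ESC 5 (-1.58) or RSC 1 (-1.53, camera adjusted p = 0.414). Phlda1 also did not pass in edgeR on recovered reads, with TMM, RLE or library size, or with a pseudocount of 5. Of 5 Nodal-activin targets 3 rose, Lefty1 among them (camera adjusted p = 0.125), and of 14 let-7 targets 4 rose and the chromatin protein gene Hmga2 fell (-1.93, camera adjusted p = 0.31). Tubb3, a neuronal tubulin, rose (2.27, neuroectoderm list of 2, camera adjusted p = 0.0621), as did the germline repressor Prdm1 (2.85, camera adjusted p = 0.812), and the p53 target Cdkn1a fell (-1.40, camera adjusted p = 0.893). Cytosolic ribosomal protein genes were lower, 10 of 38 and 22 when adjusted over the list alone (median -0.58, camera adjusted p = 4.2e-07, adjusted p = 0.706 with an estimated correlation, and 0.085 without naive ESC 4 and 5).

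Over 7434 tested genes, 334 were higher and 443 lower in RSCs (limma), and 331 and 431 at a fold of at least 1.5. The lower side did not hold more with values rescaled to equal sums (383 and 376) or with only the groups compared (317 and 290). These counts rest on single libraries: they were 646 and 768 without naive ESC 2, 141 and 224 without naive ESC 4, 117 and 167 without naive ESC 5, 191 and 303 without RSC 2, 208 and 353 without RSC 4, and 202 and 356 without RSC 5. Without naive ESC 4 and 5, which lay highest on the component with 13.1% of the variance, 45 and 75 were called. Prdm1, Zic2, Tubb3, Etv4, Otx2, Tcf7l1 and Phlda1 no longer passed among 23 named calls.

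**Figure D3:**
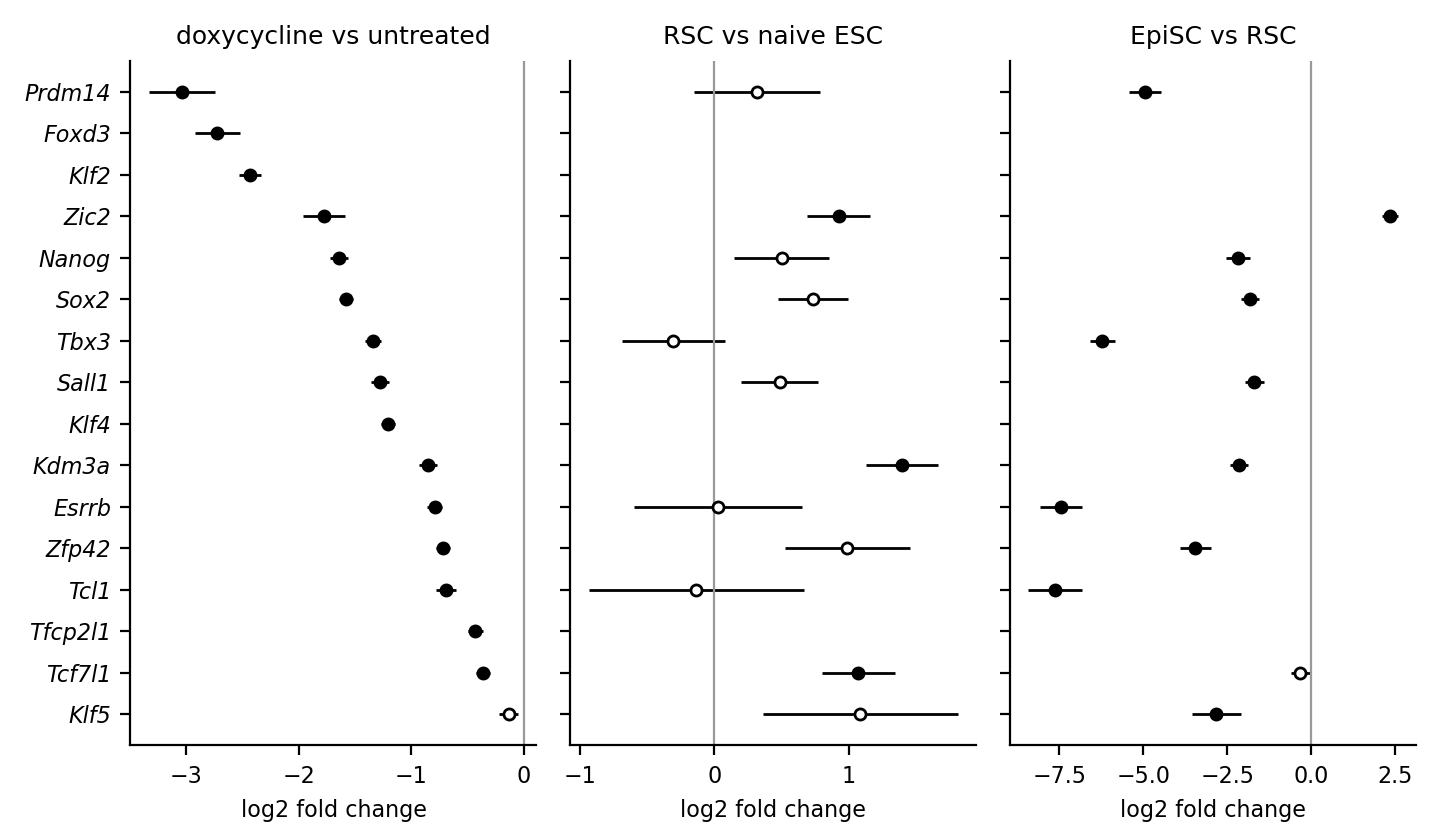
Log2 fold change (horizontal axis) of the naive regulon genes named in the text (vertical axis) on induction of LIN28A-GFP, in RSC against naive ESC and in EpiSC against RSC; points are estimates, bars are standard errors, filled points have an adjusted p below 0.05, and genes without a point were not tested. Over the whole list, 21 of 22 tested genes are lower on induction, in RSCs 3 of 17 are higher, and in EpiSCs 12 of 17 are lower than in RSCs.

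The step from RSC to EpiSC, the primed state of the post-implantation epiblast, removed most of the naive programme. Esrrb, the orphan nuclear receptor of naive ESCs (chromosome 12, 86361117 to 86521628), went from 546.5 ± 139 in RSCs (mean ± SD, n = 5 each) to between 0 and 2 in each EpiSC library (log2 fold change -7.46, SE 0.62, limma adjusted p = 6.7e-09). Tdh went from 524 ± 53.2 to 0.7 ± 0.76 (-7.65). Tcl1, Tbx3 and Prdm14 were at 0 in every EpiSC library, at least 715-fold, 270-fold and 110.5-fold lower than in RSCs. Nanog (-2.18) and Sox2 (-1.81) fell but stayed at 192 ± 64 and 128 ± 22.6. Lin28a rose from 203 ± 45.7 to 585 ± 27.6 (1.54, SE 0.34, adjusted p = 0.00096), and its paralog Lin28b rose from 8.96 ± 6.62 to 202.5 ± 56.6 (4.53).

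Of 17 naive regulon genes 12 fell and 1 rose, the same when adjusted over the list alone (median -2.18, camera adjusted p = 2e-07, adjusted p = 0.114 with an estimated correlation). The one that rose was Zic2, a zinc-finger factor of the primed epiblast (chromosome 14, 122475435 to 122479852), from 145 ± 28.8 to 735 ± 96.9 (2.34). Tcf7l1 (-0.31, adjusted p = 0.382) did not pass. All 8 other naive markers fell, also when adjusted over the list alone (camera adjusted p = 2e-07, 0.0914 with an estimated correlation). Among them were the adhesion receptor Pecam1 (-6.32) and Fbxo15 (-5.92). So did Triml2, which was at 0 in EpiSCs and at least 483-fold lower. Of 12 primed factors 10 rose and 1 fell, the same when adjusted over the list alone (median 2.57, camera adjusted p = 1.6e-05, and 0.0375 with an estimated correlation). They include Sox3 (5.32), Pou3f1 (at 0 in RSCs, at least 57.5-fold higher), Dnmt3b (2.52, chromosome 2, 153649450 to 153687730), Dnmt3a (2.20), N-cadherin (Cdh2) and Fgf5. The last 2 were at 0 in RSCs, Cdh2 at least 16.2-fold and Fgf5 at least 13.1-fold higher in EpiSCs. Otx2 stayed at 53.3 ± 16.9 against 48.9 ± 15.3 in RSCs (adjusted p = 0.907). Fst fell (-1.28, adjusted p = 0.0295), but not without RSC 2 (-1.19), RSC 3 (-1.02), EpiSC 2 (-1.13) or EpiSC 3 (-1.09). Fgf5 and Fst did not pass without EpiSC 1 to 3. Further large rises were those of Vrtn, Chst1, Trim67 and Kcnj3, all at 0 in RSCs; Vrtn was at least 198-fold and Chst1 at least 178-fold higher.

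Of 9 MEK-ERK targets 7 rose, the same when adjusted over the list alone (median 1.82, camera adjusted p = 0.0086, adjusted p = 0.281 with an estimated correlation). Dusp6 went from 34.1 ± 8.12 in RSCs to 1751 to 1993 in EpiSC 1 to 3 and 211 and 234 in EpiSC 4 and 5 (4.52). Phlda1 (3.90) and Etv4 (3.11) rose too. Without EpiSC 1 to 3 the list's camera adjusted p was 0.0886, though its median was 2.03, against 1.82 with all libraries. Among Nodal-activin targets Lefty1 (2.69) and Skil (2.19) rose and Lefty2 fell (-3.498, camera adjusted p = 0.675). All 5 germline genes fell (camera adjusted p = 0.00088, 0.0914 with an estimated correlation), and 2 of 4 primitive endoderm genes (4 when adjusted over the list alone, camera adjusted p = 0.0226, 0.062 without EpiSC 4 and 5, 0.136 without a filter on low counts, 0.0914 with an estimated correlation). The germline genes tested in the states were Prdm1, Dazl, Sycp3, Dppa3 and Tfap2c. Dppa3 also belongs to the other naive markers and Tfap2c to the trophectoderm list. Of 5 LIF-STAT3 targets 4 fell, Bcl3 (-3.59) among them (camera adjusted p = 0.133), and of 9 general pluripotency genes 5 fell, Sall4 (-1.23) among them (camera adjusted p = 0.0573). The cyclin Ccnd2 (5.64) and Hmga2 (3.84), both let-7 targets, rose with 4 more of 14 members while 2 fell (camera adjusted p = 0.233). Over 7434 genes 1590 were higher and 1282 lower in EpiSCs, and 1524 and 1228 at a fold of at least 1.5.

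Set directly against naive ESCs, EpiSCs showed the whole passage from naive to primed. Lin28a rose from 179 ± 89 to 585 ± 27.6 (mean ± SD, n = 5 each, log2 fold change 1.97, SE 0.34, limma adjusted p = 9.5e-05), and every EpiSC library lay above every naive library. Esrrb (-7.43), Pecam1 (-7.14), Tdh (-8.41) and the general pluripotency genes Gdf3 (-5.64) and Dppa4 (-5.44) fell, and Tcl1 and Tbx3 were at least 804-fold and 334-fold lower. Dnmt3b went from 76.8 ± 37.8 to 586 ± 118 (3.02), Sox3 from 12.2 ± 13.6 to 166 ± 62.7 (4.01), and Lefty1 from 64.3 ± 51.3 to 4239 ± 3405 (5.96). Of 17 naive regulon genes 11 fell and 2 rose, Zic2 (3.27) and Tcf7l1 (0.76, 13 fell and 2 rose when adjusted over the list alone, median -1.68, camera adjusted p = 0.00012, adjusted p = 0.227 with an estimated correlation). Tcf7l1 did not pass without naive ESC 4 (0.75), naive ESC 5 (0.61), EpiSC 4 (0.58) or EpiSC 5 (0.64). Zfp42 was low in this table, at 10.5 ± 6.59 in naive ESCs and 0 in EpiSCs. Of 12 primed factors 11 rose, the same when adjusted over the list alone (median 3.09, camera adjusted p = 8e-08, and 0.0082 with an estimated correlation); Otx2 (2.53) no longer passed without naive ESC 4 and 5. Nanog (-1.68), Sox2 (-1.08) and Fgf5 (at least 29.1-fold higher) passed, but not without EpiSC 1 to 3.

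Of 14 let-7 targets 8 rose and 0 fell in EpiSCs, the same when adjusted over the list alone (median 0.77, camera adjusted p = 0.0048, adjusted p = 0.142 with an estimated correlation, 0.0517 without EpiSC 1 to 3). Lin28a is itself a member, with Lin28b (3.33), Ccnd2 (5.22) and Hmga2 (1.91). Of 9 MEK-ERK targets 4 rose (6 when adjusted over the list alone, camera adjusted p = 0.0332, 0.0595 without naive ESC 4, 0.0518 without EpiSC 3, 0.055 with edgeR on recovered reads, 0.082 with library size alone, and 0.348 with an estimated correlation), with Dusp6 at 4.97. The list's median was 1.5. It was 1.47 without naive ESC 4, 1.22 without EpiSC 3, 1.59 with edgeR on recovered reads and 1.64 with library size alone. Without EpiSC 1 to 3 the list's camera adjusted p was 0.202 and its median was 0. The EMT list split, with E-cadherin (Cdh1, -2.28) and fibronectin (Fn1, -2.36) lower and vimentin (Vim, 3.09) higher (4 rose and 2 fell of 7, camera adjusted p = 0.556). Dazl, a germ cell RNA-binding protein gene, was at 0 in EpiSCs and at least 265-fold lower (4 of 5 germline genes fell, camera adjusted p = 0.001, 0.121 with an estimated correlation). Nes, the neural filament nestin, rose (3.42, neuroectoderm list of 2, camera adjusted p = 0.0784). Of 8 p53 targets 3 rose and Gdf15 fell (-4.04, camera adjusted p = 0.635), and of 5 LIF-STAT3 targets 1 rose and 2 fell, Stat3 (-1.17) among them (camera adjusted p = 0.39). mt-Co1 fell (-2.66, 2 of 5 mitochondrially encoded genes, camera adjusted p = 0.158). Of 38 cytosolic ribosomal protein genes 9 fell (7 when adjusted over the list alone, camera adjusted p = 0.0025, 0.652 with an estimated correlation, and 0.654 without naive ESC 4 and 5). Over 7434 genes 1257 were higher and 1145 lower, and 1212 and 1091 at a fold of at least 1.5. Which side holds more depends on the method, with 1241 and 1290 in edgeR with TMM, 1224 and 1296 with RLE, and 1275 and 1354 in DESeq2. Of the authors' list of genes lower in priming, 440 were in the state table, and 223 of these fell and 24 rose (median -0.98, camera adjusted p = 4e-18, and 0.0082 with an estimated correlation).

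**Figure D4:**
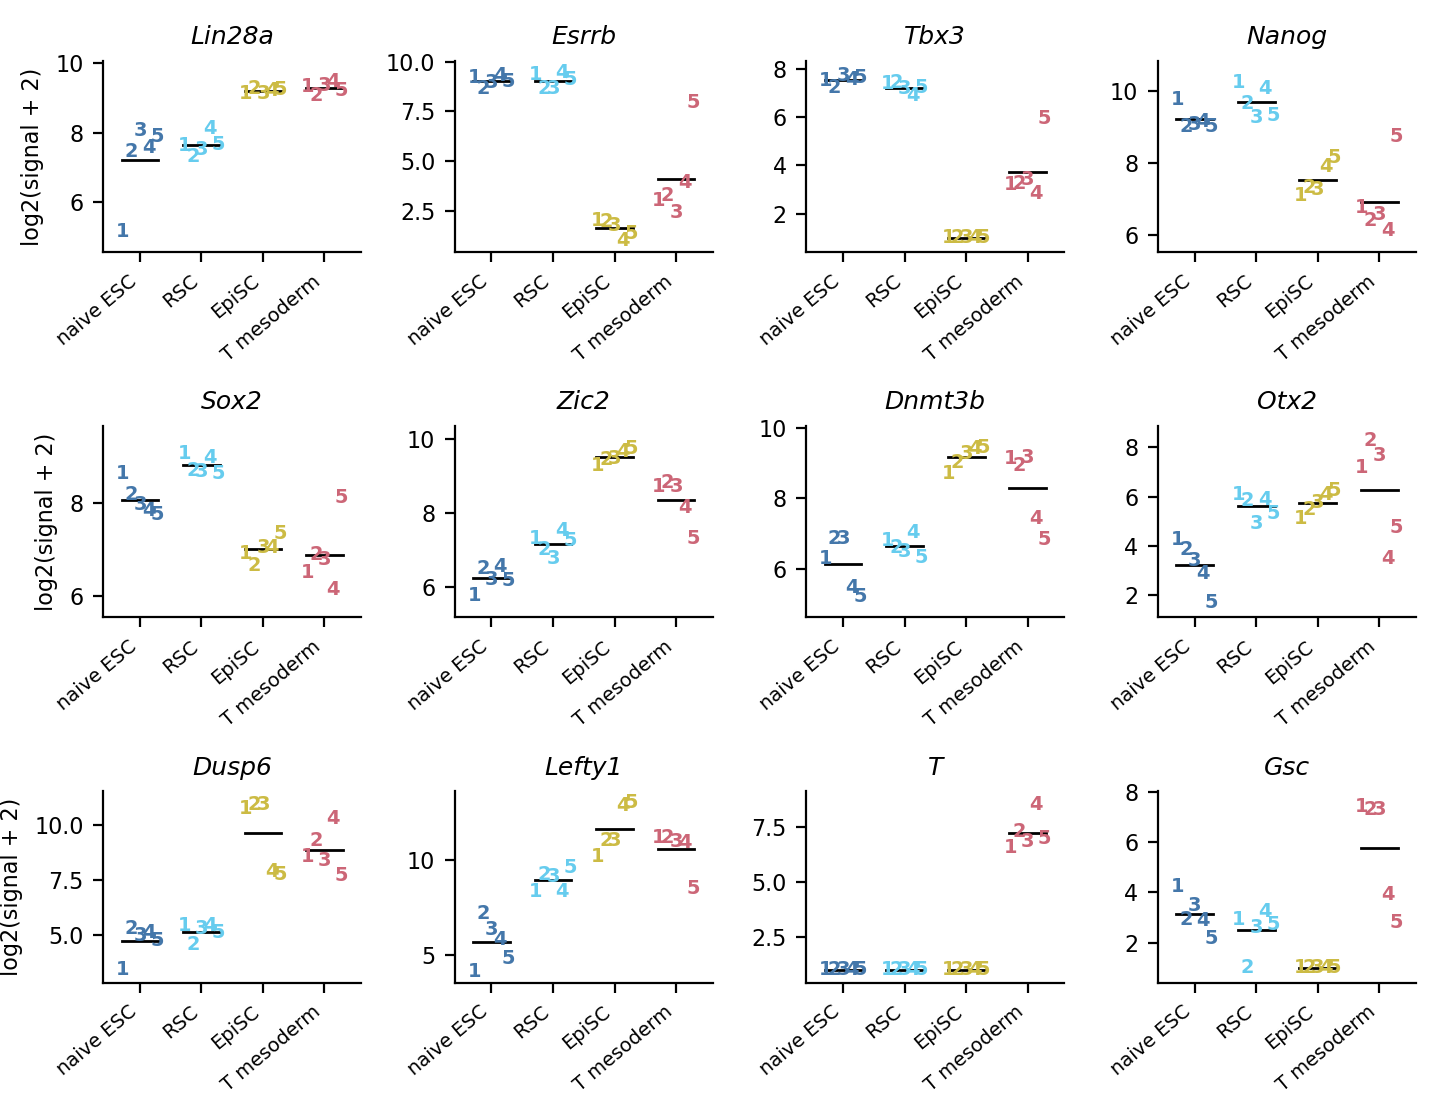
log2(signal + 2) of 12 genes (vertical axes) in the 4 states (horizontal axes); each digit is a library, named by its replicate number, and black lines are group means. T is at its floor in all naive ESC, RSC and EpiSC libraries and between 93.3 and 368 signal units in T mesoderm, and T mesoderm 5 stands above the other T mesoderm libraries for Esrrb, Tbx3, Nanog and Sox2.

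T mesoderm against EpiSC asks what the turn to mesoderm adds. The reporter gene T, the Brachyury factor of the primitive streak (chromosome 17, 8434423 to 8442496), was at 0 in every EpiSC library and at 171 ± 112 in T mesoderm (mean ± SD, n = 5 each), at least 312-fold higher (limma adjusted p = 1.6e-11). As the sort was for this reporter, T checks the labels. Gsc, the homeobox factor of the anterior streak, was at 0 in EpiSCs and at 99.3 ± 82.7 in T mesoderm, at least 181-fold higher, though 154 to 169 in T mesoderm 1 to 3 and 12.9 and 5 in T mesoderm 4 and 5. Cyp26a1, which degrades retinoic acid, was at least 75-fold higher, and the growth factor Igf2 went from 71.4 ± 49 to 1470 ± 1587 (4.14, SE 0.53). Zfp703 (3.89), the neuropilin Nrp2 (3.75), the netrin Ntn1 (3.58), Mogat2 (3.79) and the pepsinogen Pga5 (at 0 in EpiSCs, at least 1507-fold higher) rose as well. Pga5 lay at 1137 to 1797 in T mesoderm 1 to 3 and at 7.8 and 28.2 in T mesoderm 4 and 5. Rgs20 (-2.62), Rgs9bp (-2.46), Chst1 (-2.27), Hmgb2 (-2.01) and Crmp1 (-1.97) fell. Lin28a did not change detectably, at 585 ± 27.6 and 624 ± 63.9 (0.09, adjusted p = 0.923).

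Both tested primitive streak genes, T and Gsc, rose. With T the gene of the sort, no set test is given for them. Further streak genes lay below the filter and were described after their values were seen. Evx1, Lhx1 and Cdx2 were at 0 in EpiSCs and had means of 46.2, 38.1 and 36.8 in T mesoderm. Eomes went from 2.86 to 33.1, and Mesp1, Tbx6 and Msgn1 from 0 to 3.14, 3.52 and 6.32. Wnt3 (2.3 and 3.22) and Cdx1 (0 and 1.04) differed little, and Fgf17 was lower, at 0 in T mesoderm. The spread of these genes over the T mesoderm libraries is not given here. Of the definitive endoderm list only Cxcr4 and Apela were tested and neither passed (1 rose when adjusted over the list alone, camera adjusted p = 0.406). Genes of that list below the filter, described after their values were seen, were present in T mesoderm 1 to 3: Foxa2 at 282 to 456, Cer1 at 134 to 197, Sox17 at 93.3 to 156 and Foxa1 at 28.7 to 69.4. T mesoderm 4 and 5 held 64.6 and 6.6 of Foxa2, 0 and 8.3 of Cer1, 2.6 and 0 of Sox17, and 2.6 and 0 of Foxa1. In EpiSCs Foxa2 was at 1.16 ± 1.12 and the other 3 at 0. Of 9 MEK-ERK targets Fos, at least 67-fold higher, and the phosphatase Dusp4 (2.54) rose (camera adjusted p = 0.0122, 0.0713 without EpiSC 4, 0.0667 without EpiSC 5, 0.305 without both, and 0.347 with an estimated correlation). Fos had a mean of 36.8 in T mesoderm, with T mesoderm 4 apart at 98.2. Leaving out each library in turn gave it a log2 fold change of 3.52 to 4.18. Dusp4 did not pass without EpiSC 4 and 5 or with only the groups compared. Of 12 primed factors Fst rose (2.48) and Utf1 (-1.24) and Pou3f1 (-1.71) fell (camera adjusted p = 0.406). Pou3f1 no longer passed without EpiSC 1 (-1.67), EpiSC 2 (-1.46), EpiSC 3 (-1.37) or T mesoderm 1 (-1.40), 2 (-1.64) or 3 (-1.77). It also did not pass in edgeR with TMM, RLE or library size, with a pseudocount of 0.5, with rescaled values, or with only the groups compared. Of 17 naive regulon genes Tbx3 (at 0 in EpiSCs, at least 32.2-fold higher), Esrrb (2.50) and Sall1 (1.15) rose and Zic2 (-1.18) fell (4 rose and 2 fell when adjusted over the list alone, median 0.26, camera adjusted p = 0.2). T mesoderm 5 held much of this: Esrrb was at 242 there and at 3.3 to 12.9 in T mesoderm 1 to 4, and Tbx3 at 59.7 and 5.2 to 8.6. Sall1 did not pass without EpiSC 1 (1.08), EpiSC 2 (1.10), EpiSC 3 (1.08) or T mesoderm 2 (1.06). Nanog was at 154 ± 151 against 192 ± 64 (-0.62, adjusted p = 0.364), and without T mesoderm 5, where it was at 423, it fell (-1.08, adjusted p = 0.0096). Sox2 was at 132 ± 83.3 against 128 ± 22.6 (adjusted p = 0.86), with 277 in T mesoderm 5. Of 4 primitive endoderm genes Lama1 (2.38) rose (camera adjusted p = 0.0494, 0.0582 without T mesoderm 2, 0.104 with edgeR on recovered reads, 0.209 with only the groups compared, and 0.153 with an estimated correlation). That list's median was 1.18, with 1.08 without T mesoderm 2, 1.26 with edgeR and 0.659 with only the groups compared. Of 5 germline genes 1 rose (camera adjusted p = 0.0494, 0.251 without T mesoderm 5, 0.077 without T mesoderm 4, 0.0817 without EpiSC 4, 0.0854 without EpiSC 5, and 0.347 with an estimated correlation). Without T mesoderm 4 and 5 the germline median was 0 (camera adjusted p = 0.693), against 1.3 with all libraries. The list did not pass in edgeR on recovered reads with TMM (0.152), RLE (0.165) or library size alone (0.189). Its medians in those fits were 2.87, 2.88 and 2.9. These are not on the log2(value + 2) scale, where the median was 1.3, and it was 0.871 with a pseudocount of 5. The medians therefore cannot show whether the change was as large in edgeR. Of the authors' list of genes lower in priming, 37 of 440 rose and 1 fell (camera adjusted p = 3.2e-08, 0.153 with an estimated correlation). T mesoderm 5 is part of this test, and the list's value without that library is not given here. The mean log2 value of other naive markers was 6.36 in T mesoderm 5 and 2.24 to 3.03 in T mesoderm 1 to 4. Acta2, the only tested gene of the fibroblast and feeder list, was at 0 in naive ESCs and RSCs, at 25.9 ± 22.7 in EpiSCs and at 35.5 ± 21.4 in T mesoderm (adjusted p = 0.509). In EpiSCs it was called higher than in naive ESCs (at least 49.1-fold, limma adjusted p = 6e-06) and RSCs (at least 22.1-fold, limma adjusted p = 4.8e-06). Col1a1 and Col6a1 of the list, below the filter and described after their values were seen, were at 1.18 and 0 in naive ESCs, 0 in RSCs, and 10.3 and 6.72 in EpiSCs.

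Over 7434 genes 139 were higher and 137 lower in T mesoderm, and 138 and 137 at a fold of at least 1.5; with RLE size factors in edgeR the split was 204 and 131, and with library size alone 194 and 111. Without T mesoderm 5 the counts were 243 and 234; the lower count was 74, 61 and 62 without EpiSC 1, 2 or 3, and 79 and 87 without T mesoderm 1 or 3. Without EpiSC 1 to 3, 9 of 24 named calls were lost, those of Fst, Utf1, Pou3f1, Esrrb, Sall1, Lama1, Chst1, Crmp1 and Hmgb2. Esrrb was also lost without EpiSC 4 and 5 and with a pseudocount of 5.

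The difference between the steps was tested directly. For 1226 genes the change from RSC to EpiSC lay above that from naive ESC to RSC, and for 973 below it. The split turned in edgeR on recovered reads, to 909 and 916 with TMM, 885 and 944 with RLE, and 875 and 914 with library size alone. In the naive regulon 13 of 17 genes changed more negatively in the later step and 1, Zic2, more positively, the same when adjusted over the list alone (median difference -3.54, camera adjusted p = 1.3e-07, 0.156 with an estimated correlation). Of 12 primed factors 8 changed more positively and 1 more negatively (10 and 1 when adjusted over the list alone, median difference 2.21, camera adjusted p = 0.0071, 0.156 with an estimated correlation).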

Values the study reported

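The study reported a 4.5-fold median decrease of naive regulon transcripts 24 h after naive cells were moved to priming medium.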

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

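In groups of 4 or 5 libraries, 435 groups of values were tested for a library far from the others, and 45 values stood apart (10.3%), where chance gives about 1 in 20 groups. T mesoderm 5 accounts for 22 of them, naive ESC 1 for 8 and T mesoderm 4 for 5.

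T mesoderm 5 was far above T mesoderm 1 to 4 for naive and rosette genes: Nanog 423.2, Sox2 277.1, Esrrb 242.3, Tbx3 59.7, Tdh 305.4, Tcl1 209.1, Triml2 88.0, Pecam1 64.7, Fbxo15 919.4, Prdm14 14.9, Bcl3 139.4, Zfp42 8.3, Gdf3 152.7, Dppa4 194.2, Gdf15 114.5, Dazl 6.6, Lrtm2 102.9, Ccl25 127.8 and Tubb3 396.6 signal units, and 6.247 for the mean log2 value of the naive regulon. It also stood apart for Lefty1 (361.8) and Igf2 (4262). T mesoderm 4 stood apart for T (368.2), Cavin1 (538.8), Ccnd2 (675.7), Fn1 (1190) and Fos (98.2). Naive ESC 1 stood apart for Nanog (879.7), Cdo1 (94.6), Cdkn1a (766.6), Prdm14 (107.4), Lin28b (4.3), Bcl3 (329.4), Sall4 (574.0) and Hmgb2 (51.1). Single values were those of Dppa4 in EpiSC 3 (18.8), Stat3 (38.0) and Nrp2 (1.0) in EpiSC 1, and Igf2 in RSC 1 (32.8). In the induction, they were Manba (5.743) and Cnot3 (200.8 CPM) in doxycycline 4, Sgk1 in doxycycline 1 (29.36), Tdh (531.5) and Tfap2c (50.3) in untreated 4, and Sertad3 in untreated 2 (15.09).

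For T mesoderm 5 the tests were chosen after the result was seen, and no biological explanation was tested. If naive ESCs or RSCs were in the sample, their abundant transcripts should all be raised by a like share. Of 21 genes that mark RSCs, 95.2% lay within 3-fold of the median share, 41.6% of the RSC level (quartiles 29.4% and 50.6%), so the values allow such cells in the sample. The library was sorted for the T reporter, though, and T was at 0 in naive ESCs and RSCs, so the sort should have removed them, and how they would have passed it was not tested. A naive ESC or RSC library with the wrong label is excluded, since T was at 126.1 there and at 0 in all naive ESC and RSC libraries.

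For EpiSC 1 to 3, which deviated with T mesoderm 4 and 5, the test of read depth was written before its result was seen and the others after, and the only biological explanation tested was oxygen or glucose supply. Read depth is excluded as the whole cause: with each library thinned to 518471 reads, the gap between correlations within and between the sets went from 0.753 to 0.635 and so kept 84.3%. Exchanged labels of EpiSC and T mesoderm libraries are excluded, since the lowest T value in T mesoderm was 93.3 and all EpiSC values were 0. Oxygen or glucose supply remains open: of 10 glycolysis and hypoxia genes, 60.0% separated the sets in both groups in the same direction, where 80% had been set as the mark.

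For the stress genes that rose with doxycycline, all tests were chosen after the result was seen, and of biological explanations only a response to misfolding was tested. The choice between the scalings tried cannot explain the rise, as the lower median of the called genes under 2 other scalings was 1.43. The median log2 fold change of all tested genes was 0.0074 with TMM, 0.0136 with RLE and 0.0708 with library size alone. These scalings differ so little that the test could hardly have come out otherwise. A response to misfolding in the endoplasmic reticulum that raises its chaperones is excluded, as Hspa5 fell (-0.55). Herpud1 of the same list rose, as did Atf4, Chac1 and Trib3, and whether the Atf4 branch of that response acted alone was not tested. An effect of doxycycline itself through mitochondria remains open: the median of mitochondrially encoded transcripts was -0.035, and doxycycline without the transgene was not analysed here.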

How the results depend on the processing

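No named gene or list turned its direction past the threshold, while the split of all called genes turned in some settings, as given above. Of the values of named genes under other settings, 3913 kept their direction and their side of the threshold, 65 lost the call and 5 gained it. The cause was not tested unless named. At a depth of 354414 to 2201908 reads, most 2-fold changes were missed in simulated data for EpiSC against naive ESC, and recovery was not simulated for the other comparisons of states. The deposited table of the induction holds no counts per library, so a test of it in place of the summed counts, chosen at the start, was not run.

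Counts are given as higher and lower calls. At an adjusted p below 0.005 and a fold of at least 2, which call fewer genes by construction, they were 131 and 210 on induction, 31 and 54 in RSC against naive ESC, 865 and 697 in EpiSC against RSC, 660 and 588 in EpiSC against naive ESC, 62 and 19 in T mesoderm against EpiSC, and 545 and 403 for the later step minus the earlier. A fold of at least 1.5 left 509 and 639 on induction, and 136 genes lower and 57 higher in both the induction and EpiSCs. Transcripts in place of genes gave 448 and 810 on induction. In RSC against naive ESC, the higher count was 206 with edgeR and TMM on recovered reads, 220 with RLE and 207 with library size alone; with only the groups compared the lower count was 290. Without a filter on low counts, more genes were tested: 2602 higher in EpiSC against RSC, 2146 and 1785 in EpiSC against naive ESC, and 538 and 486 in T mesoderm. T mesoderm against EpiSC gave 308 and 230 with DESeq2 and 70 and 77 with only the groups compared. Sets of libraries left out were chosen after seeing the data. Without naive ESC 4 and 5, RSC against naive ESC gave 45 and 75. The primed factors there had an unadjusted camera p below 0.05, with a median of 0.0135. That is not the adjusted p used for calls. T mesoderm gave 323 and 589 without EpiSC 4 and 5, 48 lower without EpiSC 1 to 3, and 449 and 427 without T mesoderm 4 and 5. With an estimated correlation, unadjusted camera p was 0.147 for the naive regulon in RSC against naive ESC, 0.0851 in EpiSC against naive ESC, and 0.0964 for primed factors on induction.

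Leaving out each library in turn gave 745 to 966 higher and 1076 to 1325 lower on induction, 117 to 646 and 167 to 768 in RSC against naive ESC, 1446 to 1603 and 1150 to 1285 in EpiSC against RSC, 1128 to 1266 and 1056 to 1151 in EpiSC against naive ESC, 94 to 243 and 61 to 234 in T mesoderm, and 1030 to 1405 and 748 to 1114 for the later step minus the earlier. In the same order, naive regulon medians ran from -1.26 to -1.21, 0.443 to 0.732, -2.29 to -2.09, -1.72 to -1.27, -0.0793 to 0.419, and -3.7 to -3.3. In T mesoderm that list had an unadjusted camera p below 0.05 without T mesoderm 1, 3 or 4. Without T mesoderm 5 the list's median was negative and its unadjusted p did not pass. Primed factor medians ran from -0.711 to -0.384, 0.153 to 0.397, 2.49 to 2.62, 2.97 to 3.2, -0.81 to -0.364, and 1.98 to 2.36. The authors' list of genes lower in priming ran from -0.179 to -0.155 on induction, LIN28A-GFP from 4.01 to 4.09 and Lin28a from -0.857 to -0.713.

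Replicate numbers are shared between groups, but same-numbered libraries did not deviate together in every pair (correlations of -0.19 to 0.0 on induction, 0.05 to 0.24 for naive ESC and RSC, -0.12 to 0.13 for RSC and EpiSC, -0.23 to 0.3 for naive ESC and EpiSC, and -0.36 to 0 for EpiSC and T mesoderm), and in no comparison did every library correlate best with its own number. Naive ESC and RSC came closest, with all 5 correlations above 0, 3 above 0.1, and 4 of 5 libraries best matched by their own number. With the replicate number as a block, the counts were 650 and 1064 on induction, 326 and 439 in RSC against naive ESC, 1550 and 1260 in EpiSC against RSC, 1227 and 1136 in EpiSC against naive ESC, 131 and 108 in T mesoderm, and 1187 and 946 for the later step minus the earlier. Of the named calls, Tcf7l1 in EpiSC against naive ESC and Pou3f1 in T mesoderm did not pass with the block.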

Other observations

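Other splits of the same libraries into groups of the same sizes were tested, as planned beforehand. The real grouping was the only 1 of 35 splits with as many calls on induction (2380 genes; at most 1 in any other), and the only 1 of 100 in RSC against naive ESC (777; at most 364), EpiSC against RSC (2872; at most 1), EpiSC against naive ESC (2402; at most 516) and the later step minus the earlier (2199; at most 863). For T mesoderm against EpiSC, 3 of 100 splits called as many genes as the real one (276). The highest called 1330 genes; it set EpiSC 1 to 3 and T mesoderm 4 and 5 against the rest, so the libraries hold a structure stronger than the labels in that comparison.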
